A study of Homo sapiens with 4 samples. Its data were reported in "Multigenerational cell tracking of DNA replication and heritable DNA damage" (2025).

How the data were processed

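Single-cell RNA sequencing was performed on U-2 OS, an established human osteosarcoma line with wild-type p53. Cells received 4 Gy of ionizing radiation (IR) or were left untreated (UT), and each of 2 experiments gave 1 library per group. The labels give both 48 h and 24 h as the time after irradiation, the first in the series design and the second in the treatment protocol. The text uses 48 h, which the study's methods also give. Cells were sorted singly into wells and processed by SORT-seq, a plate method in which a primer with a cell barcode and a unique molecular identifier (UMI) tags the 3' end of polyadenylated RNA. All wells of a plate are then pooled and amplified by in vitro transcription (CEL-Seq2).

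The authors mapped read 2 to GRCh38 with STARsolo, without intronic reads, without reads shared between genes and without a minimum of UMIs per barcode; the submitters' notes name Seurat 5 for later steps. The handling of strand, the filter that set the deposited barcodes and the rule for merging UMIs are not given in the sources used here. The deposited matrices hold expected counts, not whole numbers: in each library at least 99.9% of the values lie, within the rounding to 3 significant digits, on the correction that turns k observed UMIs into an estimate of molecules when 4096 sequences of 6 bases are possible. The design had assumed plain counts. Deposited values were therefore summed per library and rounded for the tests, and k was recovered for steps that thin counts. The matrices list 36601 genes and 92 ERCC spike-ins. Spike-ins held 0.318%, 1.21%, 0.191% and 0.952% of the counts of UT experiments 1 and 2 and IR experiments 1 and 2, and were kept out of library sizes and tests.

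A limit of these values is that no gene exceeded 138 in any cell of any library. When 6-base UMIs were drawn at random and those 1 mismatch apart were joined, 100 molecules left a mean of 77.1 groups, 200 left 114.2, 400 left 98.8 and 1000 left 13. Such merging would compress abundant transcripts and could make the most abundant ones appear to decline. Genes with a mean of at least 20 per cell in any library (156 genes) are called near the count ceiling below, and an alternative without them was added after the data were seen.

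All deposited barcodes were used, 1220 in total (358 and 367 UT, 247 and 248 IR). Groups were taken from the sample titles. Cells are not replicates, so counts were summed per library and compared across 2 against 2 libraries with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, robust quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05), with group as the only term. The study describes its sets of samples as independent, and the p-values measure the spread between these libraries. The test, the gene lists and the alternatives were fixed before the data were examined. The experiment number pairs the libraries, because the titles use it to mark a shared experiment. Deviations from the group means correlated at 0.635 between libraries of the same number across the genes tested, and the common biological coefficient of variation was 0.177 without and 0.0727 with the number as a block. Blocked values stand beside results where they change a call or a count.

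The 20 gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, two-sided, adjusted over the lists. An estimated correlation and fry were run beside it. With 2 residual degrees of freedom the estimated correlation leaves little power: in simulated counts for IR against UT (14357 genes run) a list of 20 genes, each raised by a known fold, had adjusted p = 0.129 with an estimated correlation, against 1.41e-28 by camera with the preset correlation and 0.0221 by fry. No random list of 19 was called by any of these. Random lists do not test the preset correlation for lists whose genes move together. Estimated correlations were 0.164 for S phase genes, 0.131 for interferon-stimulated genes and 0.407 for histone genes. Other estimates lay close to or below the preset, such as 0.0135 for p53 targets and -0.0176 for lysosomal genes. For lists with higher estimates, camera's p-values rest on the preset. In simulated counts with 200 changed genes among 14354, the fit without the block recovered 47% of 2-fold and 100% of 4-fold changes, with 9 unchanged genes called. With the block and a simulated experiment effect, 99% and 100% were recovered, with 9 unchanged genes called. The settings simulated for these fits differed, so the percentages do not compare the fits. The block left 1 residual degree of freedom.

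Genes named in the text were chosen by a rule: CDKN1A, FAS, GADD45A, MDM2, TP53BP1 and PCNA; the 10 largest changes in each direction among called genes with a mean of at least 20 CPM and the same direction in both experiments; up to 4 members of each list by p; and up to 10 genes highly variable in both IR libraries and neither UT library. Positions are those of GENCODE release 44 on GRCh38, matched by gene identifier.

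For comparisons across cells, each cell was thinned to 8000 UMIs, which left out 25 and 11 UT cells and 16 and 16 IR cells of experiments 1 and 2. Highly variable genes were those with a residual above 0.5 in a linear fit of log2 SD on log2 mean, on values per 10000 UMIs. The fit was made in each library on 231 thinned cells and on the 8198 genes detected in at least 10% of those cells in every library. In counts simulated for UT experiment 1 (9179 genes run) this recovered 92% of 200 genes given extra spread and called 11 others. S and G2/M scores and phases came from scanpy 1.11.5, run on thinned cells of all 4 libraries together. Shares carry 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.33, so no p is given for values per library.

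Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, the replicate block, equal cells, cells with at least 5000 UMIs and at most 20% mitochondrial counts, omission of mitochondrial and ribosomal protein genes, thinned totals, each library left out, and other depths, filters and thresholds for variable genes. Clusters were not rebuilt, since their defining genes differ between the groups. No doublet caller was run, since cells were sorted singly.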

Results

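Transcriptomes of single U-2 OS cells were compared between cultures left untreated and cultures 48 h after 4 Gy of IR, to ask which genes respond to DNA damage and whether damage makes cells more unlike each other. Each group had 2 libraries, 1 per experiment. Total gene counts were 5867961 and 6810079 in UT and 5736339 and 6186428 in IR, from 358 and 367 UT cells and 247 and 248 IR cells. The median cell held 15662 and 17627 counts in UT and 20181 and 22035 in IR, and the median number of genes detected was 5331 and 5723 in UT and 6141 and 6438 in IR. After thinning to 8000 UMIs the medians lay closer together, at 3656 and 3697 genes in UT and 3744 and 3752 in IR. Gene counts per spike-in count also differed within each experiment, with medians of 310 in UT and 489 in IR in experiment 1 and of 79.3 and 94.2 in experiment 2. CPM and fold changes below are relative to each library's total counts, so a fall in them need not be a fall per cell.

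Irradiated cells showed higher transcripts of p53 targets. CDKN1A, which encodes the CDK inhibitor p21, rose 2.95-fold, from 310 ± 37.7 to 915 ± 38.3 CPM (SD, n = 2 libraries each; log2 fold change 1.56, SE 0.17, edgeR adjusted p = 0.0176). The death receptor gene FAS rose from 21 ± 5.82 to 72.6 ± 2.16 CPM (log2 fold change 1.79, SE 0.22, adjusted p = 0.0200). GADD45A rose from 84.7 ± 1.57 to 230 ± 12.1 (1.44, SE 0.15, adjusted p = 0.0155). MDM2, the ubiquitin ligase that restrains p53, rose from 94.8 ± 17.6 to 262 ± 39.0 (1.47, SE 0.20, adjusted p = 0.0225). TP53BP1, which encodes the damage marker protein followed in the study, had 87.4 ± 11.3 CPM in UT and 93.5 ± 14.6 in IR and was not called (log2 fold change 0.10, SE 0.18, adjusted p = 0.846). PCNA, the replication clamp, had 232 ± 90.8 and 176 ± 26.6 (log2 fold change -0.40, SE 0.28, adjusted p = 0.515). With the experiment as a block, its edgeR adjusted p was 0.00557, with 1 residual degree of freedom. Its log2 fold change was -0.09 in experiment 1 and -0.60 in experiment 2. CDKN1A reached a mean of 22.8 per cell, near the count ceiling.

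On GRCh38, GENCODE places CDKN1A (ENSG00000124762) on chromosome 6 at 36676460 to 36687337, FAS (ENSG00000026103) on chromosome 10 at 88953813 to 89029605, GADD45A (ENSG00000116717) on chromosome 1 at 67685201 to 67688334 and MDM2 (ENSG00000135679) on chromosome 12 at 68808177 to 68845544. TP53BP1 (ENSG00000067369) lies on chromosome 15 at 43403061 to 43510728 and PCNA (ENSG00000132646) on chromosome 20 at 5114953 to 5126626. Counts come from the 3' ends of the exonic transcripts of these genes.

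**Figure D1:**
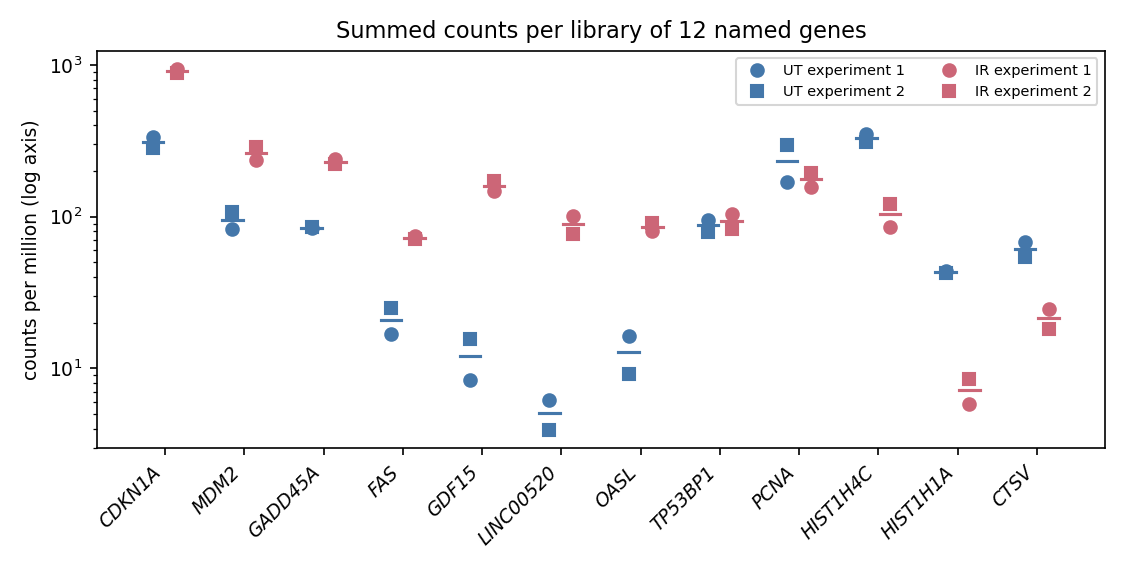
CPM of 12 named genes (log axis) in each library, with blue for UT, red for IR, circles for experiment 1, squares for experiment 2 and a bar for the group mean of 2 libraries. CDKN1A lies at a mean of 310 in UT and 915 in IR, while TP53BP1 lies at 87.4 and 93.5.

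The p53 response was also visible cell by cell. In cells thinned to 8000 UMIs, CDKN1A was detected in 67.0% (95% exact binomial interval 61.6 to 72.0) and 64.0% (58.8 to 69.0) of UT cells. In IR the shares were 97.4% (94.4 to 99.0) and 97.0% (93.9 to 98.8). Without thinning these shares were 78.8% and 80.1% in UT and 98.8% and 96.4% in IR. GDF15, a secreted stress cytokine, was detected in 4.20% (2.32 to 6.95) and 6.74% (4.37 to 9.87) of thinned UT cells and 40.3% (33.9 to 46.9) and 42.7% (36.2 to 49.3) of thinned IR cells. The unthinned shares were 7.26% and 9.26% in UT and 57.5% and 58.9% in IR. TP53BP1 was detected in 54.1% (48.5 to 59.5) and 44.7% (39.4 to 50) of thinned UT cells and 54.5% (47.9 to 61.1) and 48.3% (41.7 to 54.9) of thinned IR cells. The unthinned shares were 68.7%, 69.8%, 79.8% and 71.8%.

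Of 14647 genes tested, 239 rose and 124 fell after IR (2697 had an unadjusted p under 0.05), and all 363 moved the same way in both experiments. With the experiment as a block, which left 1 residual degree of freedom, 2094 rose and 1883 fell. Fold changes of the experiments correlated at r = 0.764 across 10840 genes with a mean count of at least 50, although genes are not independent replicates. Leaving out 1 library, with its group's spread then assumed from the other group, gave 90 higher and 18 lower genes without IR replicate 1. The counts were 158 and 35 without IR replicate 2, 156 and 78 without UT replicate 1 and 148 and 60 without UT replicate 2. With no filter on low counts 929 rose and 584 fell, drawing equal cells gave 162 and 67, and DESeq2 gave 341 and 231. Without genes near the count ceiling, an alternative chosen after the data were seen, 246 rose and 126 fell.

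Among called genes with a mean of at least 20 CPM, the largest rise was that of the long non-coding RNA LINC00520, at 5.06 ± 1.63 CPM in UT and 88.9 ± 16.7 in IR (17.7-fold, adjusted p = 0.0111). GDF15 rose 13.2-fold (adjusted p = 0.0137) and the antisense RNA AL138828.1 10.3-fold (adjusted p = 0.0127). SUGCT, a mitochondrial CoA transferase gene, rose 10.2-fold (adjusted p = 0.0111) and MMP3, a secreted matrix metalloproteinase, 8.60-fold (adjusted p = 0.0137). The hair keratin gene KRT34 (13.3-fold, adjusted p = 0.0427) and the keratin-associated KRTAP2-3 (8.80-fold, adjusted p = 0.0155) rose as well. So did the chromatin reader SP140 (7.58-fold, adjusted p = 0.0127) and the interferon-induced OASL (6.75-fold, adjusted p = 0.0155) and IFIT3 (6.32-fold, adjusted p = 0.0137). KRT34 and KRTAP2-3 belong to families of similar sequence, reads shared between genes were not counted, and the strand rule is not known for AL138828.1. The call of KRT34 was lost without UT replicate 1 or UT replicate 2 (adjusted p up to 0.285), and its log2 fold change ranged from 2.90 to 4.48 with 1 library left out. The calls of the other 9 held with any 1 library left out.

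Among the falls, the linker histone HIST1H1A went from 43.0 ± 0.670 to 7.15 ± 1.88 CPM (log2 fold change -2.58, SE 0.23, adjusted p = 0.0137). The core histone HIST1H4C fell from 331 ± 28.3 to 104 ± 25.2 (-1.67, SE 0.20, adjusted p = 0.0200). Transcription regulators MN1 (-1.79, adjusted p = 0.0153), SOX6 (-1.77, adjusted p = 0.0173) and SOX2 (-1.54, adjusted p = 0.0388) fell on the log2 scale. IMPA2, an inositol monophosphatase (-1.61, adjusted p = 0.0192), PLCE1, a phospholipase C (-1.55, adjusted p = 0.0175), the protease CTSV (-1.51, adjusted p = 0.0273), RNF150 (-1.50, adjusted p = 0.0214) and TTYH1 (-1.48, adjusted p = 0.0257) fell too. SOX2 was not called without IR replicate 1, IR replicate 2 or UT replicate 1 (adjusted p up to 0.116). CTSV was not called without IR replicate 2 (0.0525), and RNF150 and TTYH1 without IR replicate 1 (0.0692 and 0.0823). Of the 55 called genes that the naming rule picked for this comparison, 25 were called and all 55 kept their sign in every fit without 1 library.

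Of 46 p53 targets tested, 17 rose, none fell and 29 were not called. Adjusted over the list alone, 35 rose. The median log2 fold change was 0.90 and 45 members were higher in both experiments (camera adjusted p = 2.97e-20; adjusted p = 0.115 with an estimated correlation; fry adjusted p = 0.0128). Besides the genes above, ZMAT3, an RNA-binding p53 effector, rose 2.79-fold (adjusted p = 0.0153). With the block 40 of the members were higher. Markers of apoptosis split: FAS rose while BMF, a pro-apoptotic BH3-only gene, fell by 2.08 on the log2 scale (adjusted p = 0.0293, and 0.0557 without IR replicate 1), and 20 of the 22 apoptosis effectors were not called. Adjusted over the list alone 5 of these rose and 2 fell, the median log2 fold change was 0.33 (camera adjusted p = 0.0411; adjusted p = 0.243 with an estimated correlation), and with the block 7 were higher and 2 lower. That list's call was lost without IR replicate 2 (adjusted p = 0.146), without UT replicate 1 (0.168), with no filter (0.0793), with equal cells (0.0622) and by fry (0.198).

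Genes of DNA replication and mitosis were lower. None of 43 S phase genes rose and 5 fell (36 fell when adjusted over the list alone), with a median log2 fold change of -0.72 and 42 members lower in both experiments (camera adjusted p = 1.15e-18; adjusted p = 0.153 with an estimated correlation). MCM2, a subunit of the replicative helicase, fell by 0.90 (adjusted p = 0.0387), and ATAD2, a bromodomain ATPase, fell by 1.03 on the log2 scale (adjusted p = 0.0323). Of 54 G2 and M phase genes 7 fell, none rose and 40 fell when adjusted over the list alone, with a median of -0.66 (camera adjusted p = 1.15e-18; adjusted p = 0.115 with an estimated correlation). MKI67, the proliferation antigen, went from 409 ± 44.4 to 171 ± 17.4 CPM (log2 fold change -1.26, SE 0.17, adjusted p = 0.0225). The kinetochore gene CENPF (-1.09, adjusted p = 0.0322) and the kinesin KIF11 (-1.13, adjusted p = 0.0225) fell too. With the block 39 S phase and 48 G2 and M phase genes were lower. Leaving out single libraries ended the calls of MKI67 and KIF11 (without IR replicate 1 or 2, adjusted p up to 0.0655 and 0.0824), of CENPF (without IR replicate 1, IR replicate 2 or UT replicate 1, up to 0.122) and of ATAD2 (without IR replicate 1, IR replicate 2 or UT replicate 2, up to 0.103). The call of MCM2 was lost without any 1 library (up to 0.132).

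Among 41 cyclins, CDKs and their regulators, CDKN1A rose, 5 genes fell and 35 were not called. There were 3 higher and 15 lower when adjusted over the list alone (median log2 fold change -0.48, camera adjusted p = 1.61e-06; adjusted p = 0.115 with an estimated correlation). The CDK inhibitor CDKN2C (-1.22, adjusted p = 0.0255) and the transcription factor E2F1 (-1.20, adjusted p = 0.0276) were among the falls. Of 53 genes of the DNA damage response and repair, 3 fell, none rose and 27 fell when adjusted over the list alone (median -0.54, camera adjusted p = 4.71e-11; adjusted p = 0.13 with an estimated correlation). These were the helicase BLM (-1.02, adjusted p = 0.0389), which is also on the S phase list, the checkpoint kinase CHEK1 (-0.88, adjusted p = 0.0439) and FANCI of the crosslink repair pathway (-0.87, adjusted p = 0.0475). Each of these 3 calls was lost when any 1 library was left out (adjusted p up to 0.153, 0.160 and 0.180). E2F1 was not called without IR replicate 1 (0.108) and CDKN2C without IR replicate 1 or 2 (up to 0.0809). With the block 4 regulators were higher and 23 lower, and 1 repair gene was higher and 35 lower. The histone list does not hold HIST1H1A, and of its 23 genes only HIST1H4C was called over all genes tested, and 6 fell when adjusted over the list alone (median -0.45, camera adjusted p = 0.00673; adjusted p = 0.529 with an estimated correlation), with 11 lower with the block. Most histone transcripts lack a poly(A) tail, and the call of the histone list was lost without IR replicate 1 (adjusted p = 0.201), without UT replicate 2 (0.153) and by fry (0.351).

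**Figure D2:**
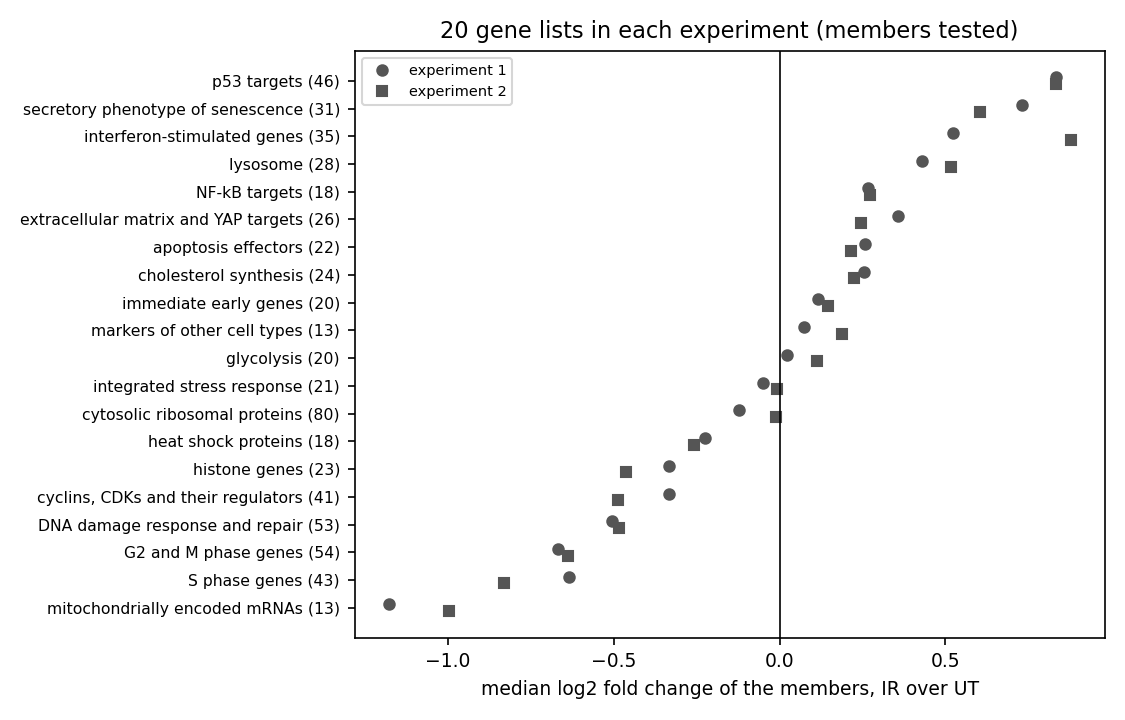
Median log2 fold change (IR over UT) of the members of each of 20 gene lists, as a circle for experiment 1 and a square for experiment 2, with the number of members tested in brackets. The p53 targets lie at 0.83 in both experiments and the S phase genes at -0.63 and -0.83.

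Genes of the secretory phenotype of senescence, a set of secreted cytokines, proteases and growth factors, were higher. Of 31 tested 8 rose, 1 fell and 22 were not called. There were 13 higher and 1 lower when adjusted over the list alone and 20 higher and 1 lower with the block (median log2 fold change 0.74, camera adjusted p = 8.81e-09; adjusted p = 0.115 with an estimated correlation; fry 0.0521). GDF15, which is also a p53 target, and MMP3 led them, and the EGF family ligand AREG (2.78-fold, adjusted p = 0.0200) and IGFBP7 (2.12-fold, adjusted p = 0.0255, lost without IR replicate 1 or UT replicate 1 at up to 0.0936) followed. The gene that fell, IGFBP5, encodes an IGF-binding protein and was chosen after its value was seen (log2 fold change -0.85, adjusted p = 0.0403). Of 35 interferon-stimulated genes 8 rose, none fell, and 19 rose when adjusted over the list alone, 24 with the block (median 0.69, camera adjusted p = 5.0e-11; adjusted p = 0.160 with an estimated correlation; fry 0.0521). IFIT1, an antiviral RNA-binding protein gene, rose 4.10-fold, from 17.9 ± 3.20 to 73.4 ± 15.2 CPM (adjusted p = 0.0176). It was detected in 6.01% and 10.1% of thinned UT cells and in 13% and 16.8% of thinned IR cells (15.9%, 18.3%, 24.3% and 31.0% without thinning). RSAD2, another antiviral gene, rose 22.4-fold from a low level, 0.614 ± 0.618 CPM in UT to 14.9 ± 1.17 in IR (adjusted p = 0.0176). Its log2 fold change ranged from 3.8 to 6.23 with 1 library left out. None of 18 NF-kB targets was called in the fit over all genes (3 were higher when adjusted over the list alone, and 9 higher and 1 lower with the block), and their median was 0.53 (camera adjusted p = 0.00607; adjusted p = 0.160 with an estimated correlation; fry 0.205; without UT replicate 1 0.0507). The median of their log2 fold changes within each experiment was lower, 0.27 in both.

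Lysosomal genes had a median log2 fold change of 0.55, with 26 of 28 higher in both experiments (camera adjusted p = 5.78e-08; adjusted p = 0.115 with an estimated correlation; fry 3.52e-04). Only the protease gene CTSB was called over all genes tested (1.81-fold, adjusted p = 0.0448; up to 0.179 with any 1 library left out), while 14 rose when adjusted over the list alone and 23 with the block. Of 26 extracellular matrix genes and YAP targets 4 rose, none fell and 22 were not called. When adjusted over the list alone 11 were higher and 1 lower, and with the block 15 were higher and 2 lower (median 0.44, camera adjusted p = 5.28e-04; adjusted p = 0.25 with an estimated correlation; fry 0.0826). Within each experiment the median was 0.36 and 0.25. The 4 that rose were the smooth muscle actin ACTA2 (3.86-fold, adjusted p = 0.0153), the YAP target ANKRD1 (2.33-fold, adjusted p = 0.0205; 0.0681 without IR replicate 1) and the basement membrane collagens COL4A1 (2.03-fold, adjusted p = 0.0389) and COL4A2 (1.79-fold, adjusted p = 0.0471). COL4A1 was lost without IR replicate 1, IR replicate 2 or UT replicate 2 (up to 0.145) and COL4A2 without any 1 library (up to 0.203). Cholesterol synthesis genes had a smaller median of 0.26 (camera adjusted p = 0.00449; adjusted p = 0.160 with an estimated correlation; fry 0.0521), and HMGCS1 was called among 24 (1.81-fold, adjusted p = 0.0412; up to 0.159 with any 1 library left out). It was the 1 gene higher when adjusted over the list alone, and 11 were higher with the block. Their list call was lost without IR replicate 1 (0.0553) or UT replicate 2 (0.0584).

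Several other lists were not called or moved little. The integrated stress response list was not called (median 0.04, camera adjusted p = 0.486), although ATF3 (4.64-fold, adjusted p = 0.0185) and SESN2 (2.34-fold, adjusted p = 0.0387; up to 0.0806 without IR replicate 2 or UT replicate 1) rose among its 21 members. The same number, 2, rose when adjusted over the list alone, and 5 were higher and 3 lower with the block. For glycolysis the median was 0.07 (camera adjusted p = 0.354), with none of 20 members called by edgeR either way, and 6 higher and 5 lower with the block. Immediate early genes had a median of 0.22 (camera adjusted p = 0.135), 0 of 20 called and 3 higher and 1 lower when adjusted over the list alone. With the block 6 were higher and 1 lower, and the list was called without IR replicate 1 (0.0241) or UT replicate 2 (0.0237). Heat shock proteins had a median of -0.23 (camera adjusted p = 0.00906; adjusted p = 0.188 with an estimated correlation; fry 0.0521; 0.0760 without IR replicate 2 and 0.0519 without UT replicate 1). By edgeR 0 of 18 were called, also when adjusted over the list alone, and 9 were lower with the block. Cytosolic ribosomal protein genes had a median of -0.07 (camera adjusted p = 0.0927; with the block 0.0427, with no filter 0.0417, without IR replicate 2 0.0128). By edgeR 0 of 80 were called, also when adjusted over the list alone, and 66 of them lie near the count ceiling. With the block 7 were lower and 1 higher. None of 13 detected markers of other cell types was called (median 0.09, camera adjusted p = 0.973, where camera's direction was down). Adjusted over the list alone 2 were higher and 2 lower, and with the block 3 were higher and 2 lower.

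Mitochondrially encoded mRNAs were lower in CPM, but 12 of these 13 genes lie near the count ceiling. Mean counts per cell of some members were higher in IR. In experiments 1 and 2, MT-ATP8 went from 73.4 to 76.4 and from 63.0 to 72.0. MT-ND5 went from 64.8 to 73.4 and from 57.5 to 67.2, and MT-ND4L from 34.6 to 49.9 and from 28.0 to 40.1. MT-ND6 also had higher means per cell, and the remaining members had lower ones in both experiments. Of the 13, 4 fell, none rose and 9 fell when adjusted over the list alone (median log2 fold change -1.05, camera adjusted p = 2.18e-07; adjusted p = 0.13 with an estimated correlation; fry 0.0309), and 11 were lower with the block. MT-CO3, a subunit of cytochrome c oxidase, went from 3388 ± 461 to 1254 ± 67.7 CPM (log2 fold change -1.43, adjusted p = 0.0200) and MT-CO1 from 4115 ± 215 to 1798 ± 185 (-1.19, adjusted p = 0.0260), both lost without IR replicate 1 or 2 (up to 0.0692 and 0.146). MT-ND6, the member away from the ceiling, had a log2 fold change of 0.10 (adjusted p = 0.871). Within every library, cells with more counts of other genes held fewer counts of the 12 genes: from the shallowest to the deepest of 4 equal groups of cells the median went from 792 to 494 in UT experiment 1, from 802 to 624 in UT experiment 2, from 762 to 266 in IR experiment 1 and from 753 to 395 in IR experiment 2. MT-ND6 went the other way in the same cells, from 3 to 13, 3 to 12, 5 to 22 and 3 to 18. So did the 47 nuclear genes with a mean of at least 40 per cell, from 1231.5 to 2565, 1352.5 to 2694, 1412.5 to 3358 and 1446 to 3319.

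**Figure D3:**
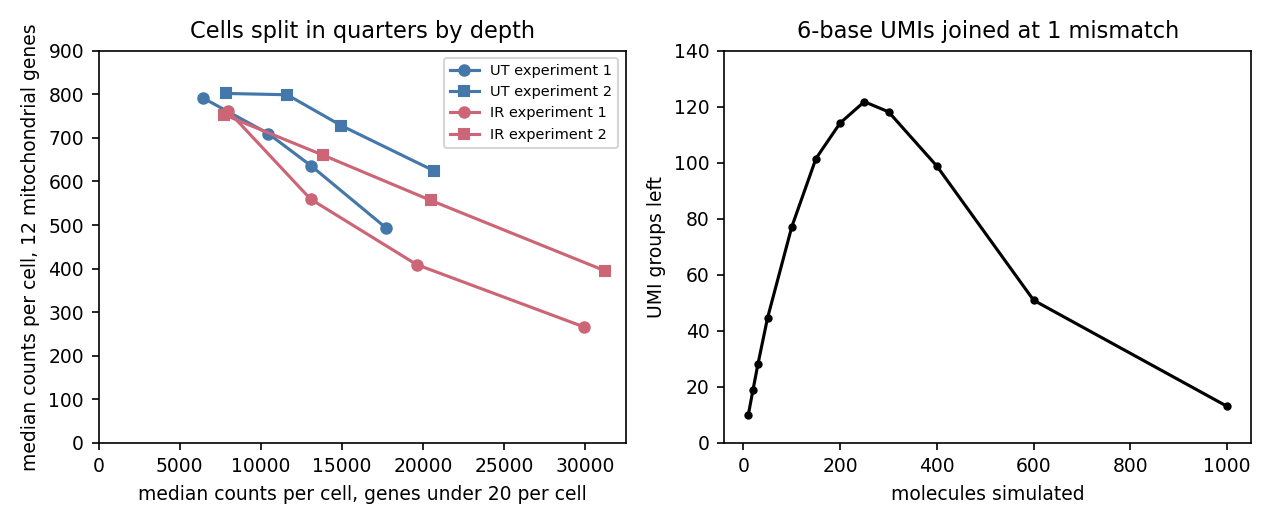
Left, median counts per cell of 12 mitochondrial genes against the median counts of genes with a mean under 20 per cell, for 4 equal groups of the cells of each library by depth (blue UT, red IR, circles experiment 1, squares experiment 2); every line falls, with the largest drop from 762 to 266 in IR experiment 1. Right, the mean number of UMI groups left when a given number of 6-base UMIs is drawn and those 1 mismatch apart are joined, 77.1 for 100 molecules and 13 for 1000.

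The share of cells scored as cycling was lower after IR. G1 was called in 20.4% (95% exact binomial interval 16.2 to 25.2) and 18.3% (14.4 to 22.7) of UT cells and in 53.7% (47.0 to 60.2) and 50.9% (44.2 to 57.5) of IR cells. S phase was called in 31.5% (26.6 to 36.8) and 36.5% (31.5 to 41.8) of UT and 13.9% (9.67 to 19) and 12.9% (8.90 to 17.9) of IR cells. G2/M was called in 48.1% (42.6 to 53.6) and 45.2% (40 to 50.6) of UT and 32.5% (26.5 to 38.9) and 36.2% (30 to 42.8) of IR cells. Without thinning the G1 shares were 20.7%, 18.5%, 51.0% and 50%. Both IR libraries lay on the same side of both UT libraries in each phase, and 2 against 2 libraries cannot give an exact two-sided p below 0.33. These are calls from scores centred over all cells, so shares depend on the mixture scored, and p53 targets were scored in the same cells. The p53 score correlated negatively with the S score within each library (Spearman -0.28 and -0.15 across UT cells, -0.37 and -0.32 across IR cells) and with the G2/M score (-0.37 and -0.34 in UT, -0.36 and -0.35 in IR).

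**Figure D4:**
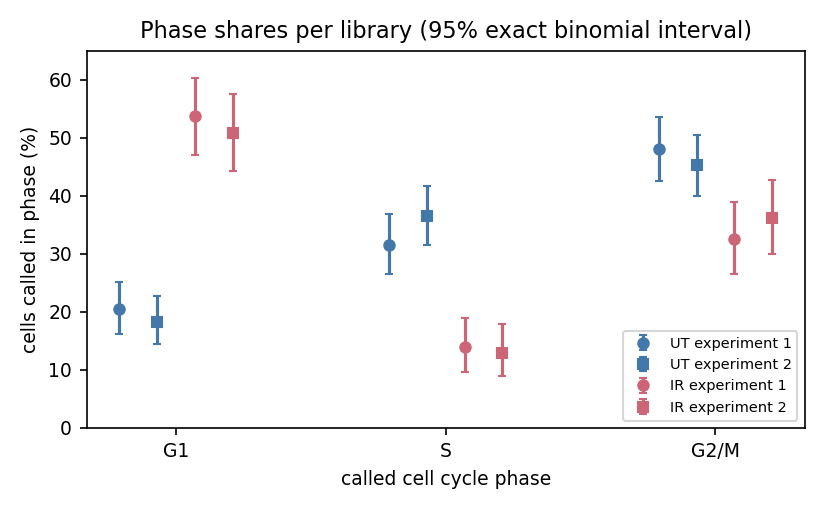
Share of thinned cells called in G1, S and G2/M in each library (%), with blue for UT, red for IR, circles for experiment 1, squares for experiment 2 and bars for 95% exact binomial intervals. G1 lies at 20.4% and 18.3% in UT and at 53.7% and 50.9% in IR.

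Variation between cells was slightly larger after IR at equal depth with the phases as found. Among 8198 genes fitted, 88 and 81 were highly variable in UT and 99 and 100 in IR (84.5 ± 4.95 against 99.5 ± 0.71, SD, n = 2), a ratio of 1.18. Over 20 redraws of this setting the median ratio was 1.242 (1.124 to 1.312). With the same phases in every library the median ratio over 20 redraws was 1.015 (0.945 to 1.108). In G1 cells alone it was 0.959 (0.885 to 1.034). Without thinning, 202 and 206 genes in UT and 317 and 333 in IR passed among 10732 fitted, a ratio of 1.59. The median distance between cells (1 minus Spearman's correlation over the fitted genes) was 0.671 and 0.672 in UT and 0.683 and 0.688 in IR, and the difference between the groups turned from 0.0136 to -0.0129 without thinning. Genes variable in both IR libraries and in neither UT library numbered 8, against 4 in the opposite class. They included the growth factor gene FGF2 (residuals 0.04 and 0.17 in UT, 0.93 and 1.07 in IR), the antiviral RNA-binding gene ZC3HAV1 (0.04 and 0.14, 0.54 and 0.95) and KATNBL1, a katanin subunit gene (0.15 and 0.29, 0.83 and 0.55). FGF2 was detected in 26.0% and 25.5% of the 231 thinned IR cells used, and the cell with most FGF2 held 12.1% and 9.41% of its UMIs. The others were ANKRD1, TGFBI and RND3, and MT-ATP8 and MT-ND5, which lie near the count ceiling.

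Among those 8 genes, extracellular matrix genes and YAP targets (2 of 24 fitted, odds ratio 124, Fisher's exact adjusted p = 0.00216) and mitochondrial mRNAs (2 of 13, odds ratio 248, adjusted p = 0.00123) were over-represented, with genes taken as units although they are not independent. None of the 53 fitted G2 and M phase genes, 39 S phase genes or 33 p53 targets was among the 8. The UT residuals of MT-ATP8 (0.48 and 0.48) and MT-ND5 (0.44 and 0.47) lay just below the bound of 0.5. Without IR replicate 1 the odds ratios were 24.7 for the extracellular matrix list and 49.4 for the mitochondrial list. With a residual above 0.25 neither list was called (1.00 each), and the mitochondrial list was not called with genes detected in 5% of cells (1.00). Without thinning, 53 genes were variable in both IR libraries alone, and they held 6 G2 and M phase genes (odds ratio 28.3, Fisher's exact adjusted p = 4.67e-06), 3 p53 targets (adjusted p = 0.00760) and 3 interferon-stimulated genes (adjusted p = 0.00122), while the extracellular matrix list (0.173) and the mitochondrial list (1.00) were not called. The G2 and M phase genes were also called with a residual above 0.25 (0.0298). Without IR replicate 1 the G2 and M phase genes (0.00826), interferon-stimulated genes (0.00826) and p53 targets (0.0275) were called.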

Values the study reported

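The study defined highly variable genes as those with a residual above 0.5. It reported an odds ratio of 1.90 for such genes after IR against untreated cells by Fisher's exact test.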

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

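Alternatives marked as added were chosen after the data were seen, and all others before. The counts of called genes moved with the number of libraries and the filter: higher and lower genes numbered 929 and 584 with no filter, 2094 and 1883 with the replicate block, 162 and 67 with equal cells, 341 and 231 by DESeq2, and 90 to 158 and 18 to 78 with 1 library left out, where fewer samples are the cause by construction; the other causes were not tested. RLE factors, well-covered cells, omission of mitochondrial and ribosomal genes and thinned totals kept both counts within 1.5 times. The 55 named genes that were called kept their direction with any 1 library left out. Of these, 27 lost the call without IR replicate 1, 21 without IR replicate 2, 14 without UT replicate 1, 13 without UT replicate 2, 9 with equal cells and 6 with thinned totals. The block made 39 of 40 uncalled ones pass, no filter 25 and DESeq2 14. No list's call held with an estimated correlation: adjusted p = 0.115 for p53 targets, G2 and M phase, cyclins, secretory and lysosome lists, 0.13 for repair and mitochondrial mRNAs, 0.153 for S phase, 0.160 for interferon, NF-kB and cholesterol lists, 0.188 for heat shock, 0.243 for apoptosis, 0.25 for extracellular matrix and 0.529 for histones. By fry calls were lost for histones (0.351), apoptosis (0.198), NF-kB (0.205), extracellular matrix (0.0826) and secretory, interferon, cholesterol and heat shock lists (0.0521 each). Apoptosis lost its call with no filter (0.0793) and equal cells (0.0622), and ribosomal proteins gained one with no filter (0.0417) and with the replicate block (0.0427), which changed no other list's call. With 1 library left out the adjusted p ranged from 5.65e-05 to 0.201 for histones, 0.0394 to 0.168 for apoptosis, 0.00137 to 0.0507 for NF-kB, 0.0110 to 0.0584 for cholesterol, 0.0237 to 0.947 for immediate early genes, 0.0121 to 0.0760 for heat shock and 0.0128 to 0.727 for ribosomal proteins. The ratio of highly variable genes was 1.59 not thinned, 1.28 with genes in 5% of cells, 1.32 with a residual above 0.25, 1.41 log-normalized, and in added settings 1.62 with all cells pooled and not thinned and 2.07 when also log-normalized; it was above 1 in every setting that kept the phases as found. Among lists of variable genes, thinning decided p53 targets (0.00760 not thinned), G2 and M phase (4.67e-06), interferon (0.00122), immediate early (0.0137), extracellular matrix (0.173) and mitochondrial mRNAs (1.00). A residual of 0.25 gave 0.0298 for G2 and M phase and 1.00 for extracellular matrix and mitochondrial mRNAs, the last also 1.00 at 5% of cells. With 1 library left out these ranged from 0.0275 to 1.00 for p53 targets, 0.0455 to 1.00 for S phase, 0.00826 to 1.00 for G2 and M phase and for interferon, and 0.00333 to 0.184 for the secretory list. The G1 share differed by 30.9 points not thinned and 31.5 to 34.3 with 1 library left out. The group difference in correlation of p53 and S scores ranged from -0.196 to -0.0594 and of p53 and G2/M scores from -0.0184 to 0.0122 (0.00294 without IR replicate 1) with 1 library left out, and was -0.0833 not thinned for the latter, so it has no firm sign. The distance between cells reversed to -0.0129 not thinned. Ratios of counts per cell were 1.20 to 1.35 and of genes per cell 1.10 to 1.18 with 1 library left out. The count ceiling limits what can be said of abundant genes.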

Other observations

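The tests below of mitochondrial mRNAs against other abundant genes and against members away from the ceiling, of depth for the variable genes, and of lists other than the p53 targets within phases were chosen after the results were seen. Within called phases, secretory genes had median log2 fold changes of 0.69 in G1, 0.70 in S and 0.83 in G2/M (means of both experiments), interferon-stimulated genes 0.61, 0.47 and 0.60, and lysosomal genes 0.39, 0.50 and 0.42. Mitochondrial mRNAs (-0.94, -1.13 and -1.40), cholesterol synthesis genes (0.30, 0.26 and 0.41) and apoptosis effectors (0.25, 0.32 and 0.49) also kept their direction. Some other lists did not keep their change in every phase. Genes of the DNA damage response and repair were at -0.29 in G1, -0.07 in S and -0.13 in G2/M. Histone genes were at -0.259, -0.025 and -0.333, and heat shock proteins at 0.064, -0.002 and -0.108. NF-kB targets were at 0.04 in G1, 0.79 in S and 0.41 in G2/M, and within S the G2 and M phase genes were at 0.20 and the cyclins and their regulators at 0.10. S phase genes were at -0.64 within G1 but at -0.08 within S and -0.10 within G2/M, although these genes also set the phase.

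The first pattern weighed is the fall of mitochondrial mRNAs. When cells of both groups were drawn to match on counts of genes away from the ceiling (182 and 193 cells per group), the median log2 fold change of the 12 members near the ceiling went from -1.15 and -0.94 to -0.21 and -0.205, which is consistent with merging of similar UMIs in deeper cells as a main source of the fall. Within libraries their counts and depth correlated at -0.70 and -0.57 across UT cells and -0.85 and -0.78 across IR cells, while MT-ND6 gave 0.67, 0.57, 0.70 and 0.75. A loss shared by all abundant transcripts is argued against by 47 nuclear genes with a mean of at least 40 per cell, whose median was -0.09 and -0.096 in experiments 1 and 2. In simulated merging, groups still rose from 44.6 for 50 molecules to 77.1 for 100. These nuclear genes therefore do not test merging of transcripts with more molecules. Whether irradiated cells held more mitochondrial mRNA that merged to fewer counts cannot be told apart from fewer molecules, since only 1 member lies away from the ceiling, and an effect of IR on mitochondria stays open.

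The second pattern is the larger number of highly variable genes after IR. The median ratio of IR to UT was 1.242 (1.124 to 1.312) over 20 redraws of cells and UMIs at equal depth. Without thinning the ratio was 1.59. The IR libraries had 231 and 232 cells for the 231 drawn, so this range shows noise of the thinning and not the spread between libraries. At equal depth both IR libraries (99 and 100 genes) still lay above both UT libraries (88 and 81). In counts simulated for UT experiment 1, deeper cells gave 245 highly variable genes not thinned, against 231 at the same depth. After thinning these were 203 and 195. The 10th to 90th percentiles of counts per cell were 8800 to 23792 in UT experiment 1 and 9693 to 39435 in IR experiment 1. A simulation made for UT experiment 1 therefore cannot decide whether the difference in UMIs per cell is the whole source. No p can be given for 2 libraries per group. A part played by depth stays open. When every library gave the same number of cells of each phase (170 cells), the median ratio was 1.015, against 1.27 for 170 cells drawn at random. In G1 cells alone (65 per library) the median ratio was 0.959. This suggests that the excess at equal depth could come from the mixture of cycling and arrested cells, a hypothesis whose phases were called from the same counts.

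The third pattern is the rise of p53 targets, weighed against the shift toward G1. Within called phases the median log2 fold change of the 46 targets was 0.559 and 0.564 in G1, 1.04 and 1.20 in S and 0.87 and 1.19 in G2/M for experiments 1 and 2. Bounds set before the test were at most 0.3 in each phase for a shift in phase shares as the source, and above 0.6 in every phase against it. S and G2/M lay above the upper bound and G1 lay between the bounds, so the bounds gave no verdict for G1. Every value lay above 0.3, the most set for a shift in phase shares as the source. These values argue against such a shift as the whole source, for the phases as called. Which part of the rise a shift and a response to IR within phases could each account for stays open, since phases were called from the same counts.

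The odds ratio for highly variable genes here, from mean counts per library in 1 draw at equal depth, was 1.18. Over 20 redraws the median ratio of the counts was 1.242 (1.124 to 1.312). The odds ratio is lower than the value quoted from the study above, and the study describes no thinning for it and used other sets of cells and genes. Without thinning the odds ratio was 1.61 per library. In settings chosen after the data were seen, it was 1.64 with all cells pooled per group and not thinned, and with log-normalized values as well it was 2.08, from 56 genes in UT and 116 in IR among 11149 fitted.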
